A study of Mus musculus with 10 samples. Its data were reported in "Immunotherapeutic effects of intratumoral nanoplexed poly I:C" (2019).

How the data were processed

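Whole subcutaneous B16OVA tumors of 5 mice injected with BO-112 and 5 mice injected with vehicle were measured on Clariom S Mouse arrays, 1 array per mouse. The authors normalized the arrays with Robust Multichip Average (RMA), and the deposited values are log2 expression values per probe set. RMA subtracts background, brings the distributions of the arrays closer and summarizes the probes of a set, so a shift shared by most transcripts is largely removed and dim probe sets are drawn toward a floor. The version of the RMA software is not given in the sources used here. Groups and mouse numbers came from the sample titles, which name separate mice. No array was left out, and no per-sample column was left unused.

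The table held 29129 probe sets. Control probe sets (6923) were set aside, which left 22206 transcript probe sets, 64 of them unmapped. The study's filter was applied, an expression value above 4 in at least 3 samples of either group, which kept 21792 and removed 414. Leaving out the unmapped probe sets as well gives 21731. That narrower set was used for a time after its size had been seen to match the study's stated selection, which is no ground for choosing a test set, so the wider set used in the first fit was kept and the narrower one is an alternative chosen after seeing the data. The platform annotation named 1 gene for 19239 of the tested probe sets, several genes for 0 and none for 2553. Symbols were looked up by gene identifier in the reference gene table of GRCm38.p6, which changed 0 of them, and no coordinates are given, since the build behind the probe sets is not given in the sources used here. A gene with several probe sets was represented by the one of highest mean over all samples.

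Probe sets were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate, prior proportion 0.01), with Benjamini-Hochberg adjustment at 0.05 and, as in the study, the B-statistic at 0. In the text, adjusted p-values of genes come from limma. Gene lists (35) were tested with camera at a preset inter-gene correlation of 0.01, with an estimated correlation and with fry as alternatives, and with a one-sided hypergeometric test of genes at B over 0 against 19176 tested named genes. Lists with at least 5 tested genes entered. The Cd8a and Cd4 probe sets were compared with a two-sided exact permutation test of their difference per mouse. A test of Cd8a against Foxp3 was designed and was not run, as Foxp3 was not analysed here.

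Before the data were examined, but after the study had been read, the samples, tests, gene lists and most alternatives were fixed. Lists that contain genes the study names in its own results are therefore not independent of these samples. The named genes (111) were, by rule, the 12 largest rises and 10 largest falls among genes at adjusted p under 0.05 without overlap between groups, up to 4 members of each list of largest change at adjusted p under 0.05 or the 2 of lowest p where none passed, and a fixed set of 21 genes, 20 of which had a named tested probe set. The level of the negative controls is their 75th percentile on each array. Of the 83 named genes that passed, 18 exceeded it on at most 1 Vehicle array and 3 on at most 1 BO-112 array, and the size of a change is uncertain where a group lies near that level.

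The alternatives were no filter, a mean above 6, median centring, quantile normalization on top, a variance trend with robust estimation, array weights, the mouse number as a replicate block, each mouse left out in turn, no moderation, and a fold threshold. Another 5 were chosen after seeing the data: mapped probe sets alone, leaving out BO-112 mice 2 and 5, and the array contrast, the poly-A spike level, or the muscle and skin scores as covariates. The array contrast is the probability that a positive control probe set (1324) is brighter than a negative control one (5222). The mean of 12 poly-A spike probe sets gave the spike level. A list score is the mean over its genes of the deviation from the Vehicle mean.

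The calculations were tested on simulated data of BO-112 against Vehicle with 21792 probe sets, drawn around the real means and spreads. Of 100 probe sets shifted by a log2 change of 1, 83 were recovered, and of 100 shifted by 2, 100 were recovered, as were 7 of 16 probe sets of a list shifted by 1. The other 14 of 204 calls were unshifted probe sets. In the same simulation camera called 1 of 35 lists, the shifted one. These simulated values had independent probe sets, so they say nothing of correlation within lists.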

Results

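B16OVA is a mouse melanoma line that carries the model antigen ovalbumin. Subcutaneous B16OVA tumors were injected with BO-112, which is the double-stranded RNA analogue Poly I:C complexed with polyethylenimine, or with the vehicle, a 5% glucose solution. Total RNA of whole tumors was hybridized to Clariom S Mouse arrays, 1 array per mouse, with 5 BO-112 and 5 Vehicle mice. Every value is a log2 RMA expression value, and differences are BO-112 minus Vehicle. Of 22206 transcript probe sets, 21792 passed the intensity filter, and these stand for 19176 named genes. Array medians lay between 6.25 and 6.43, and the interquartile ranges of the arrays were not alike, from 2.80 in BO-112 mouse 2 and 2.85 in BO-112 mouse 5 to 3.42 in Vehicle mouse 3. The number of arrays limits the precision, and arrays give no count of molecules. The array contrast, measured as the share of pairs in which a positive control probe set outshone a negative control one, was 0.864 ± 0.0144 (SD, n = 5) in BO-112 and 0.882 ± 0.00933 (SD, n = 5) in Vehicle tumors (two-sided exact permutation p = 0.0794). It was lowest in BO-112 mouse 2 (0.845) and BO-112 mouse 5 (0.855). These arrays also had the lowest array weights, 0.31 and 0.23.

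The first comparison asked which transcripts differed between tumors injected with BO-112 and tumors injected with vehicle. The largest estimated rise was that of Acod1, the itaconate-producing enzyme of activated macrophages, with a log2 fold change of 4.55 (SE 0.42). Ccl5, a chemokine for T cells, stood at 11.93 ± 0.24 (SD, n = 5) in BO-112 and 7.43 ± 0.77 (SD, n = 5) in Vehicle tumors, a log2 fold change of 4.50 (limma adjusted p = 0.00023). Cxcl11, a ligand of CXCR3, rose by 4.27 (SE 0.34, limma adjusted p = 0.000528). The largest estimated fall was that of the mannose receptor gene Mrc1, with a log2 fold change of -2.79 (SE 0.48, limma adjusted p = 0.0112). Next came Hapln1, a matrix link protein gene, at -2.41 (SE 0.33) and Epha3, an ephrin receptor gene, at -2.25 (SE 0.39). Acod1 exceeded the 75th percentile of negative controls on 1 of 5 Vehicle arrays, Cxcl11 on 0 of 5 Vehicle arrays and Mrc1 on 1 of 5 BO-112 arrays, so the sizes of these changes were taken against values near background and their order is uncertain.

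The other genes of largest rise without overlap between the groups were Slfn4 (3.74), Ifi208 (3.62), Ifi213 (3.62), Ccl11 (3.61), Cxcl9 (3.60), Gbp4 (3.59), Ly6c2 (3.57), Mx1 (3.43) and Apod (3.34). The other genes of largest fall were Ednrb (-2.00), Gria4 (-1.82), Idi1 (-1.78), Scd1 (-1.72), Cyp51 (-1.66), Peg10 (-1.65) and Mgll (-1.65). Idi1 and Cyp51 encode enzymes of sterol synthesis, and Scd1 encodes a fatty acid desaturase. Slfn4 and Mx1 also exceeded the level of the negative controls on 1 of 5 Vehicle arrays, and Ednrb and Gria4 on 1 of 5 BO-112 arrays. Apod was 4.67 in Vehicle mouse 5 and between 8.15 and 8.76 in the other Vehicle mice.

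With limma and Benjamini-Hochberg adjustment, 1138 probe sets passed an adjusted p of 0.05, 529 higher and 609 lower in BO-112 tumors. At B over 0 the count was 475, with 267 higher and 208 lower. With each array centred on its median, 436 were higher and 855 lower. Among all 21792 tested probe sets the groups did not overlap in 1894, where chance gives 0.794%, and 1000 of these were among the 1138. The count moved to 446 without BO-112 mouse 1, 594 without BO-112 mouse 2 and 3135 without BO-112 mouse 4. It moved to 347, 404, 371 and 380 without Vehicle mouse 2, 3, 4 and 5 in turn, and to 27 with the array contrast as a covariate. The B over 0 count moved to 783 without BO-112 mouse 4, to 291, 301 and 303 without Vehicle mouse 2, 4 and 5 in turn, and to 127 with the array contrast as a covariate. Of the 83 named genes that passed, 38 passed in every fit that left out 1 mouse, and Acod1, Ccl5 and Cxcl11 passed with the array contrast as a covariate.

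**Figure D1:**
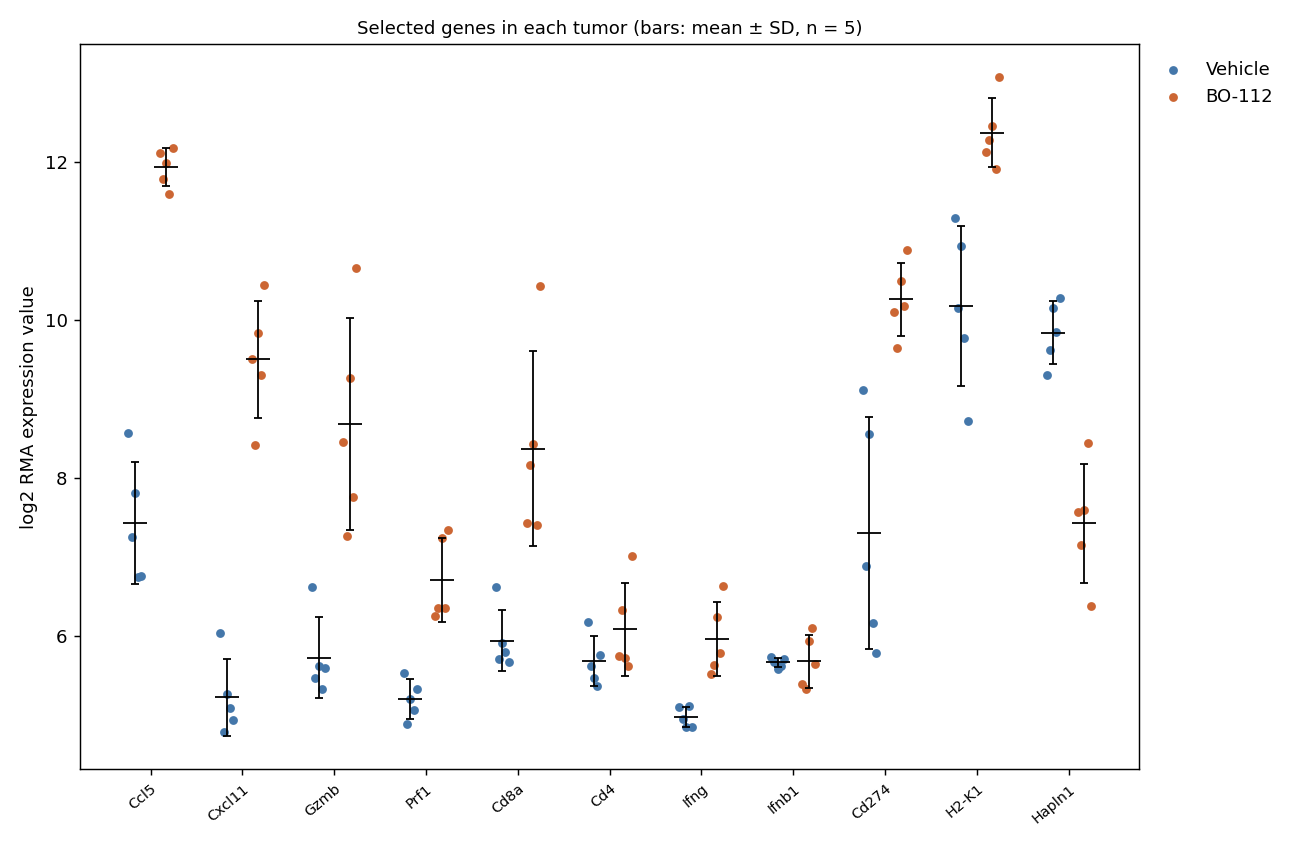
Log2 RMA expression values (vertical axis) of 11 genes in each of 10 tumors, with Vehicle in blue, BO-112 in orange and black bars for the mean ± SD (n = 5). The 5 BO-112 tumors lie above all Vehicle tumors for Ccl5 and Cxcl11 and below them for Hapln1, while the groups overlap for Cd4 and Ifnb1.

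The second comparison asked which groups of genes moved together. Of 54 tested interferon-stimulated genes of the type I list, 44 rose and 0 fell, and 52 rose when adjusted over the list alone. Irf7, the master regulator of interferon induction, rose by 3.23, the antiviral gene Rsad2 by 3.20 and Cmpk2 by 3.06. The median log2 fold change of the list was 1.88 (camera adjusted p = 7.26e-40, adjusted p = 0.219 with an estimated correlation). Without BO-112 mice 2 and 5, 42 rose, and 2 rose with the array contrast as a covariate. Among 28 IFN-gamma-inducible GTPases and effectors, 15 rose and 0 fell, among them Acod1, Cxcl11, Cxcl9 and Gbp4, and 25 rose when adjusted over the list alone (median 2.47, camera adjusted p = 4.72e-19, adjusted p = 0.219 with an estimated correlation). Without BO-112 mice 2 and 5, 8 rose, and 3 rose with the array contrast as a covariate. Of 17 interferon genes, 1 rose, Ifng, from 4.98 ± 0.13 (SD, n = 5) to 5.97 ± 0.47 (SD, n = 5), and 1 rose when adjusted over the list alone (camera adjusted p = 0.0473, adjusted p = 0.421 with an estimated correlation). Ifng exceeded the 75th percentile of negative controls on 2 of 10 arrays. Ifnb1 had a log2 fold change of 0.02 (limma adjusted p = 0.948) and exceeded that level on 0 arrays. The study took tumors for RNA after repeated injections, days after the first one, so an earlier rise of Ifnb1 may have been missed.

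Sensors of double-stranded RNA and their signalling genes rose in 12 of 26 cases with 0 falls, and 16 rose and 1 fell when adjusted over the list alone. Ifih1, which encodes MDA5, rose by 1.98 (SE 0.34), Ddx58, which encodes RIG-I, by 1.17 (SE 0.25) and Tlr3 by 0.94 (SE 0.22). Zbp1, Nfkbia and Irf1 of this list rose by 2.43, 2.34 and 2.14. The camera adjusted p was 1.56e-09, with an adjusted p = 0.223 with an estimated correlation. Of 32 genes of cell death receptors and executioners, 12 rose and 0 fell, and 22 rose and 1 fell when adjusted over the list alone. Casp4, a caspase of the inflammasome, rose by 2.83, Tnfsf10, which encodes TRAIL and exceeded the level of the negative controls on 1 of 5 Vehicle arrays, by 2.33 and Xaf1 by 1.81 (camera adjusted p = 9.93e-12, adjusted p = 0.219 with an estimated correlation). Fas had a log2 fold change of 0.79 (limma adjusted p = 0.0783).

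In the MHC class I antigen presentation list, 15 of 27 genes rose and 1, the chaperone gene Canx (-0.46), fell, and 24 rose and 2 fell when adjusted over the list alone. H2-Q4 rose by 2.70, H2-T22 by 2.65, H2-T23 by 2.47, the peptide transporter gene Tap1 by 2.45 and H2-K1 by 2.19. Near-identical members of this family can share probes, so the values of single H2 genes are uncertain. The camera adjusted p was 2.82e-14 (adjusted p = 0.219 with an estimated correlation). Of 12 MHC class II genes 0 passed in limma, also 0 when adjusted over the list alone, and 1 had an unadjusted p under 0.05, with Ctss at 1.04 (limma adjusted p = 0.222) and H2-Eb2 at 0.33 (limma adjusted p = 0.155). H2-Eb2 exceeded the level of the negative controls on 0 arrays.

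Inflammatory cytokines and NF-kB targets rose in 19 of 39 cases with 0 falls, and in 30 when adjusted over the list alone. Examples were Lcn2 (2.69), Il1rn (2.67), Tnfaip3 (2.44) and Nos2 (2.44), of which Lcn2 and Nos2 exceeded the level of the negative controls on 0 of 5 Vehicle arrays, so their sizes are uncertain. The camera adjusted p was 6.99e-18 (adjusted p = 0.219 with an estimated correlation). Among 37 chemokines 11 rose and 0 fell, led by Ccl5, Cxcl11, Ccl11 and Cxcl9, and 17 rose when adjusted over the list alone (camera adjusted p = 1.58e-09, adjusted p = 0.219 with an estimated correlation). Complement genes rose in 9 of 16 cases with 0 falls, and 9 rose when adjusted over the list alone. Cfb rose by 2.40, Serping1 by 1.99, C1s1 by 1.67 and C4a by 1.36 (camera adjusted p = 1.09e-08, adjusted p = 0.219 with an estimated correlation). Of 28 neutrophil markers 6 rose and 0 fell, and 16 rose when adjusted over the list alone (camera adjusted p = 2.46e-11, adjusted p = 0.219 with an estimated correlation). The largest rises were those of Acod1 (4.55), Clec4e (2.90), Lcn2 (2.69) and Clec4d (2.39). Acod1 is also counted among the IFN-gamma-inducible genes and Lcn2 among the NF-kB targets, so these rises are not particular to neutrophils. Without BO-112 mice 2 and 5, 3 neutrophil markers rose.

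Cytotoxic effector genes rose in 7 of 24 cases with 0 falls, and in 14 when adjusted over the list alone. The granzyme genes Gzmb and Gzma rose by 2.95 (SE 0.54) and 2.30 (SE 0.59) and Nkg7 by 2.07, and the perforin gene Prf1 rose from 5.21 ± 0.25 (SD, n = 5) to 6.71 ± 0.53 (SD, n = 5). Gzma and Prf1 exceeded the level of the negative controls on 0 of 5 Vehicle arrays and Gzmb on 1 of 5, so these changes were taken against values near background. The camera adjusted p was 8.25e-11 (adjusted p = 0.219 with an estimated correlation). Of 23 T cell markers 4 rose and 0 fell, and 7 rose when adjusted over the list alone. These 4 were Cd8a (2.43), Themis (2.38), Cd8b1 (2.12) and Cd3g (1.91), and the camera adjusted p was 2.21e-07 (adjusted p = 0.318 with an estimated correlation). On Vehicle arrays Themis and Cd3g exceeded the level of the negative controls on 0 of 5 and Cd8a and Cd8b1 on 1 of 5, so these sizes and their order are uncertain. None of these 4 T cell markers passed in every fit that left out 1 mouse. Of 16 NK cell markers 2 rose, Gzma and Il2rb (1.82), and 3 rose when adjusted over the list alone (camera adjusted p = 0.000137, adjusted p = 0.439 with an estimated correlation). With the muscle and skin scores as covariates, 14 cytotoxic genes, 8 T cell markers and 7 NK cell markers rose. These counts were 9, 4 and 2 without BO-112 mice 2 and 5, and 1, 0 and 0 with the array contrast as a covariate. Among 30 checkpoint and co-stimulator genes 6 rose and 0 fell, and 9 rose when adjusted over the list alone (camera adjusted p = 1.87e-08, adjusted p = 0.223 with an estimated correlation). Cd274, which encodes PD-L1, rose by 2.96 (SE 0.58), Tnfrsf9, which encodes CD137, by 1.52 and Cd80 by 1.33, and Lag3 rose from 5.47 to 6.97, with Cd80 and Lag3 above the level of the negative controls on 0 of 5 Vehicle arrays. Pdcd1, which encodes PD-1, had a log2 fold change of 1.23 (limma adjusted p = 0.0684). Among BO-112 tumors Tnfrsf9 was highest in mice 1 and 4 (9.70 and 9.06), where Cd8a was lowest (7.44 and 7.41). The rise of Tnfrsf9 therefore cannot be assigned to T cells.

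Regulatory T cell markers gave 0 passing genes of 10 in limma, also 0 when adjusted over the list alone, and 3 at an unadjusted p under 0.05, with Ccr8 at 0.52 and Ctla4 at 0.37. All 10 had a positive log2 fold change (camera adjusted p = 0.00623, adjusted p = 0.238 with an estimated correlation). Ccr8 exceeded the level of the negative controls on 1 of 10 arrays and Ctla4 on 0, so a fall or a small rise of these genes was not detectable. Of 12 plasmacytoid dendritic cell markers 1 rose, Irf7, and 2 rose when adjusted over the list alone (camera adjusted p = 0.00941, adjusted p = 0.219 with an estimated correlation). Irf7 is also an interferon-stimulated gene. Of 17 mast cell and eosinophil markers 1 rose, Kit at 0.55, which exceeded the level of the negative controls on 0 of 5 Vehicle arrays, and 1 rose when adjusted over the list alone (camera adjusted p = 0.0364, adjusted p = 0.421 with an estimated correlation). Among 31 macrophage and monocyte markers Ly6c2 rose and Mrc1 fell, and 1 rose and 3 fell when adjusted over the list alone (camera adjusted p = 0.715, adjusted p = 0.935 with an estimated correlation). Of 22 conventional dendritic cell markers 0 passed in limma, also 0 when adjusted over the list alone, and 3 had an unadjusted p under 0.05, with Snx22 at -0.47 and Fscn1 at -0.50. Their median was 0.01 while the camera direction was down (adjusted p = 0.786). Batf3 and Xcr1 had log2 fold changes of 0.09 and 0.04. Batf3 exceeded the level of the negative controls on 2 of 10 arrays, and Xcr1 and Snx22 on 0. B and plasma cell markers gave 0 of 18 in limma, also 0 when adjusted over the list alone, and 2 at an unadjusted p under 0.05, with Pax5 at 0.34 and Cd72 at 0.66 (camera adjusted p = 0.0709, adjusted p = 0.546 with an estimated correlation). Pax5 exceeded the level of the negative controls on 0 of 10 arrays.

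Cell cycle genes fell in 10 of 41 cases with 0 rises, and in 39 when adjusted over the list alone. Ccna2, which encodes cyclin A, had a log2 fold change of -1.03 (SE 0.23), Hells -1.01, the ribonucleotide reductase gene Rrm1 -0.98 and the replicative helicase gene Mcm6 -0.87. The median was -0.79 (camera adjusted p = 2.17e-18, adjusted p = 0.238 with an estimated correlation). Without BO-112 mice 2 and 5, which leaves fewer arrays, 6 fell. With the array contrast as a covariate 0 fell, and with the muscle and skin scores as covariates 22 fell. Of 54 oxidative phosphorylation genes 14 fell and 0 rose, and 28 fell when adjusted over the list alone. Ndufs8 had a log2 fold change of -1.22, Ndufb10 -0.86, Ndufa9 -0.81 and Cox7a2 -0.74 (camera adjusted p = 9.93e-12, adjusted p = 0.238 with an estimated correlation). Without BO-112 mice 2 and 5, 5 fell, and with the array contrast as a covariate 0 fell. Among 36 cytosolic ribosomal protein genes 2 fell, Rps4x (-0.59) and Rplp0 (-0.40), and 2 fell when adjusted over the list alone (camera adjusted p = 0.000299, adjusted p = 0.468 with an estimated correlation). Of these, 0 fell without BO-112 mice 2 and 5.

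Of 26 melanocyte lineage genes 2 fell, the endothelin receptor gene Ednrb and the pigmentation gene Oca2 (-1.18), and 2 fell when adjusted over the list alone (camera adjusted p = 0.00113, adjusted p = 0.563 with an estimated correlation). With BO-112 mice 2 and 5 left out, 1 fell. Ednrb did not follow the list in BO-112 mouse 5, which had the lowest list score (-1.26) but the highest Ednrb value of the BO-112 tumors (6.76). The fall of Ednrb therefore may not stand for melanocyte lineage RNA. Dct and Pmel, both melanosome genes, had log2 fold changes of -0.39 (limma adjusted p = 0.15) and -0.35 (limma adjusted p = 0.31). LXR targets and lipid handling genes fell in 6 of 21 cases and rose in 1, and 11 fell and 2 rose when adjusted over the list alone. The gene that rose was Ch25h (1.66), a cholesterol hydroxylase induced by interferon (camera adjusted p = 0.0194, adjusted p = 0.279 with an estimated correlation). Without BO-112 mice 2 and 5, 7 genes of the LXR and lipid handling list fell and 1 rose. The list mixes LXR targets with other lipid genes, and its falls with all mice included Idi1 and Cyp51, of sterol synthesis. In the list of immunogenic cell death and ER stress, 4 of 24 genes fell and Atf3 rose by 0.85, and 9 fell and 3 rose when adjusted over the list alone (camera adjusted p = 0.0709, adjusted p = 0.599 with an estimated correlation). In this list 2 rose and 0 fell without BO-112 mice 2 and 5. Among those that fell were the chaperone genes Hsph1 (-0.78) and Dnajb9 (-0.64) and the ER stress gene Herpud1 (-0.62). Calr and Hmgb1 had log2 fold changes of -0.39 (limma adjusted p = 0.0679) and -0.35 (limma adjusted p = 0.0696). These are RNA levels of whole tumors, whereas the study measured calreticulin protein on the cell surface and HMGB1 protein released in culture.

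Markers of other tissue were uneven between mice. Skeletal muscle markers lay 3.16 above the Vehicle mean in BO-112 mouse 5, between -1.18 and 1.16 in the other BO-112 mice and between -0.99 and 1.49 in Vehicle mice. Keratinocyte and skin markers lay 2.61 above it in BO-112 mouse 2, between -0.75 and 0.77 in the other BO-112 mice and between -0.73 and 1.15 in Vehicle mice. Of 25 tested genes in either list 0 passed in limma, also 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, with Neb at 1.04, Cacng1 at 0.72, Krtdap at 0.91 and Sprr1b at 0.84. The mean scores of both lists overlapped between the groups (two-sided exact permutation p = 0.563 for muscle and 0.595 for skin, n = 5 per group). Of 31 fibroblast and matrix genes 2 fell, Adam12 (-1.53) and Fbln1 (-0.86), and 2 fell when adjusted over the list alone. The median of the list was 0.01 while the camera direction was down (adjusted p = 0.927). Vehicle mouse 5 had the lowest list score of all tumors (-1.14) but the highest Adam12 (10.35). BO-112 mouse 5 had the highest score (0.80) but the lowest Fbln1 (7.30). Their falls therefore may not stand for fibroblast RNA. Angpt2 (0.47) rose among 27 endothelial markers, also 1 when adjusted over the list alone, and Scd1 fell among 16 adipocyte markers, also 1 when adjusted over the list alone. Leaving out BO-112 mice 2 and 5, 1 fibroblast gene fell and 0 endothelial markers rose. None of 7 erythroid genes (Epb42 at 0.25, Rhag at 0.13), 32 hypoxia and glycolysis genes (Aldoc at -0.55, Pfkfb3 at 0.50) or 27 autophagy genes (Atg9a at -0.71, Atg3 at -0.37) passed in limma, also 0 when adjusted over the list alone, and 0, 2 and 5 of them had an unadjusted p under 0.05. The camera adjusted p of these lists was 0.715, 0.361 and 0.715, that of endothelial markers 0.0709, of adipocyte markers 0.381, of muscle markers 0.0506, of skin markers 0.0709 and of MHC class II genes 0.218.

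Over the 35 lists, camera with a preset correlation of 0.01 called 22, 17 up and 5 down, and 0 were called with an estimated correlation (lowest adjusted p = 0.219, with 5 lists at an unadjusted p under 0.05), while fry called 16. The lists were fixed after the study had been read, so those that hold genes it names are not independent evidence. With the array contrast as a covariate camera called 24 lists, while the genes that rose numbered 3 of the chemokines and 1 each of the complement, cytotoxic and neutrophil lists. The gene of the cytotoxic list was Ccl5, which is also counted among the chemokines. That of the neutrophil list was Acod1, which is also in the list of IFN-gamma-inducible GTPases and effectors. Under it 0 genes passed in the lists of NF-kB targets, MHC class I, cell death, double-stranded RNA sensing and checkpoints. Nor did any gene of the T cell, NK cell, or LXR and lipid handling lists pass. As many lists were called by camera in 35 of 100 splits of the 10 arrays, the real one included. The one-sided hypergeometric test of genes at B over 0 called 12 lists, led by the type I interferon-stimulated genes with 37 genes against 1.2 by chance (adjusted p = 1.78e-47). That test treats genes as independent, whereas the genes of this list moved together (estimated correlation 0.737). Its p-value therefore overstates the evidence and does not measure the spread between mice.

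**Figure D2:**
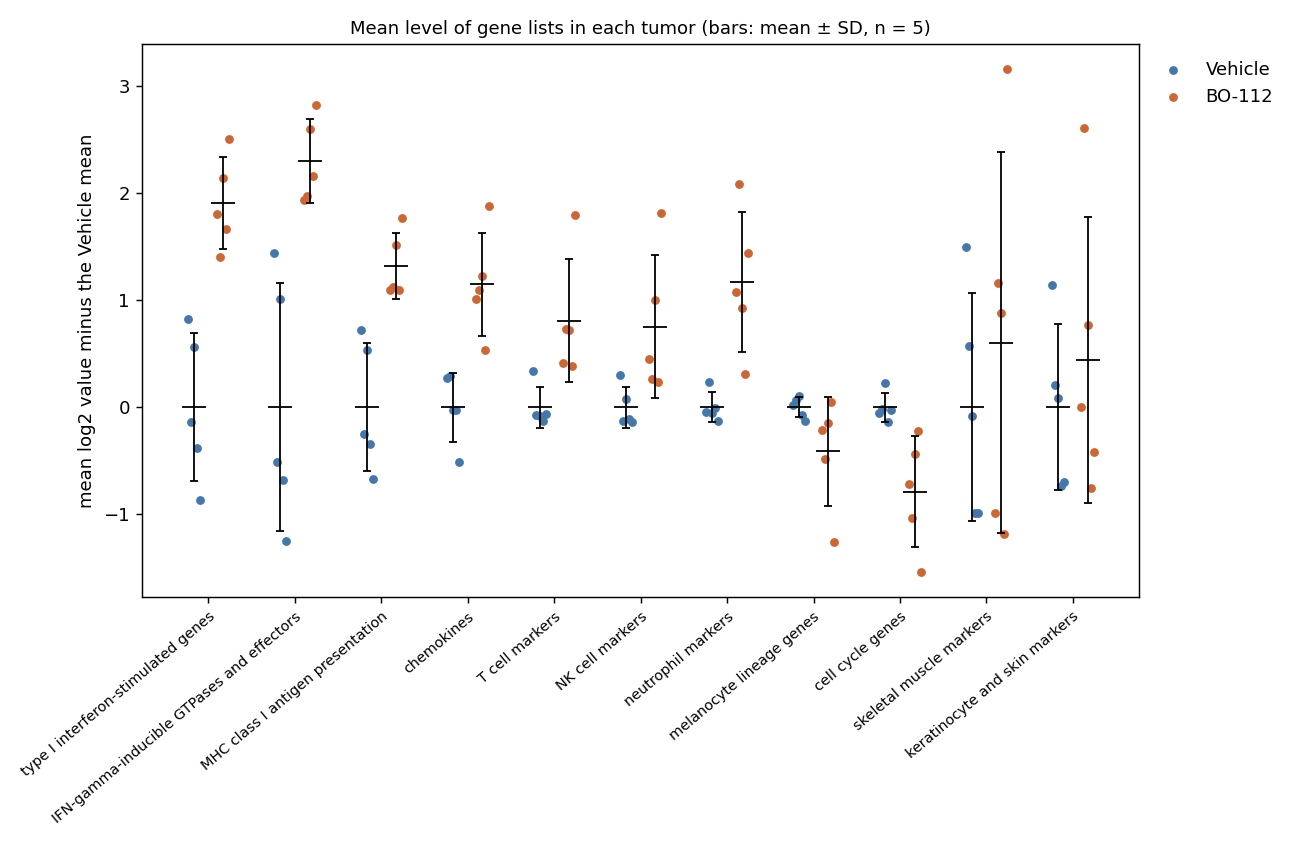
Mean log2 value of 11 gene lists in each of 10 tumors, as the deviation from the Vehicle mean (vertical axis), with Vehicle in blue, BO-112 in orange and black bars for the mean ± SD (n = 5). All BO-112 tumors lie above all Vehicle tumors for the type I interferon-stimulated genes, and all lie below all Vehicle tumors for cell cycle genes, while single tumors reach 3.16 for muscle and 2.61 for skin markers.

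The third comparison asked whether Cd8a changed relative to Cd4, as the study examined the balance of CD8 and CD4 T cells. The difference of the log2 values of Cd8a and Cd4 was 2.28 ± 0.75 (SD, n = 5) in BO-112 and 0.26 ± 0.25 (SD, n = 5) in Vehicle tumors. It was higher by 2.02 in BO-112 tumors (two-sided exact permutation p = 0.0079, the smallest that 5 against 5 arrays can give), with all 5 BO-112 tumors above all 5 Vehicle tumors. With Cd8b1 in place of Cd8a the difference between groups was 1.72. The Cd4 log2 fold change was 0.41 (limma adjusted p = 0.354), and Cd4 exceeded the 75th percentile of negative controls on 2 of 10 arrays, so a fall or a small rise of Cd4 was not detectable at this signal. Cd8a exceeded that level on 5 of 5 BO-112 and 1 of 5 Vehicle arrays, and its own log2 fold change was 2.43, so the difference largely restates the rise of Cd8a and does not measure a change of the balance of CD8 to CD4 cells.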

Values the study reported

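For the in vivo experiment the study kept probe sets above an expression value of 4 in 3 or more samples of either condition, which left 21,731 probe sets. It called genes with limma at B > 0. In its account 254 differentially expressed genes were shared by the in vitro and in vivo experiments.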

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

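The tests of explanations and the splits of the arrays in this part were chosen after the results they bear on had been seen. In 300 checks of 5 values each, 14 had a highest or lowest mouse far from the other 4, where chance gives about 15. Among BO-112 tumors, mouse 2 stood apart for Ddx58 (9.01, others 9.64 to 9.69), Cd72 (8.02), Fscn1 (8.70) and Sprr1b (8.73, others 5.11 to 5.71). Mouse 5 stood apart for Mrc1 (7.34, others 5.11 to 5.70), Atf3 (9.51) and the T cell marker score (1.79, others 0.39 to 0.73). Rhag stood at 4.75 in BO-112 mouse 1. In Vehicle mouse 1, Cd8a (6.62), Gzmb (6.62), Themis (5.98) and the T cell marker score (0.34) lay above the other Vehicle mice. Apod was 4.67 in Vehicle mouse 5, and the score of immunogenic cell death and ER stress was 0.11 in Vehicle mouse 2.

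BO-112 mice 2 and 5 lay apart from the other BO-112 mice. Against mice 1, 3 and 4, the muscle markers of mouse 5 had a median deviation of 3.75. The skin markers of mouse 2 had one of 3.12. Each lay above 100% of 10000 random lists of like mean level. The lists were tested after their scores had been seen. Their genes moved together (estimated correlation 0.905 for muscle and 0.645 for skin), while the random lists held unrelated genes. The comparison therefore cannot decide on lower array contrast. RNA of skeletal muscle may account for part of mouse 5, where Acta1 (12.82), Myl1 (12.55) and Ckm (10.03) were higher than in any other tumor, and none of the 25 listed genes is in another list. For skin in mouse 2 the values are mixed, since Krt14 (12.08) and Perp (10.88) were highest there while Krt10 (8.43) was higher in BO-112 mice 1 (9.22) and 3 (10.19) and in Vehicle mice 1 (10.69) and 2 (8.93). A different response of these mice to BO-112 was not tested.

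Of 41 cell cycle genes 10 fell in BO-112 tumors and 31 did not pass in limma, and the list was called by camera (adjusted p = 2.17e-18) but not with an estimated correlation (adjusted p = 0.238) or by the hypergeometric test (adjusted p = 0.157). If melanocyte genes tracked the share of tumor cells, a lower share alone would lower them as much. The cell cycle score fell further than 12 melanocyte genes of mean level between 7 and 11, by a difference of -0.25 (two-sided exact permutation p = 0.0397). It fell further than all 26 by -0.38 (two-sided exact permutation p = 0.0079). This comparison was chosen after the fall had been seen and was not adjusted for array contrast, so it does not settle the share of tumor cells. Lower array contrast stays open, because with the contrast in the model the difference of the cell cycle score was -0.41 with an SE of 0.24, against -0.79 without it (SD 0.52 in BO-112 and 0.14 in Vehicle tumors). The mean contrast was lower in BO-112 than in Vehicle tumors (0.864 against 0.882), though the groups overlapped. Contrast and treatment are therefore hard to separate with 5 arrays per group, and whether treatment itself changes the control values was not tested.

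Cd8a rose while Cd4 did not pass. Cd4 lay above the 75th percentile of negative controls on 2 of 10 arrays, so a Cd4 probe set near background may hide a fall or a small rise of Cd4. Cd8a transcripts of dendritic cells alone are argued against by Cd8b1, which these cells lack and which rose by 2.12 (limma adjusted p = 0.0344).

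Splits of the 10 arrays were drawn 100 times, the real one included. As many probe sets at adjusted p under 0.05 were found in 1 split, the real one, with 1138 against at most 1 in the others. The B over 0 count gave 475 against at most 68, again in 1 split. Over-represented lists numbered 12 against at most 2, in 1 split. These counts were larger in the real split than in any other split drawn, out of 126 distinct splits. The other splits mixed BO-112 and Vehicle mice, which widens the spread within their groups and lowers their counts. They therefore cannot exclude chance, nor a difference shared by a group such as that of the array contrast. The count of lists with a shift did not stand out, since 35 splits gave at least 22 and another split gave 30.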

How the results depend on the processing

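The 5 settings added after seeing the data are the mapped probe sets, leaving out BO-112 mice 2 and 5, and the contrast, spike and tissue covariates. The count at adjusted p under 0.05 (1138) moved to 1726 with array weights, 275 without moderation and 394 with a fold threshold, and after seeing the data to 27 with the array contrast, 556 with the spike level and 1794 with the muscle and skin scores as covariates. Leaving out 1 mouse gave 347 to 3135. The B over 0 count (475) moved to 127 with the contrast and 731 with the tissue scores, and leaving out 1 mouse gave 291 to 783. Without BO-112 mice 2 and 5 the counts were 824 and 460, and with mapped probe sets alone 1136 and 475. Lists with a shift (22) went to 0 with an estimated correlation, to 16 with fry, and to between 21 and 27 with 1 mouse left out. Over-represented lists (12) went to 5 with the contrast as a covariate and to between 10 and 13 with 1 mouse left out. The Cd8a and Cd4 difference lay between 1.74 and 2.17. Except for the fold threshold, the cause was not tested.

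With the mouse number as a replicate block, 102 probe sets passed adjusted p and 276 passed B over 0. Correlations of same-numbered deviations ran from -0.31 to 0.39, and 2 of 10 arrays correlated best with their own number. These values gave no sign that the numbers pair the mice, but so few pairs cannot exclude it. Under the array contrast, hypoxia (0.15), muscle (-0.69) and skin (-0.66) lists turned direction, as did hypoxia (0.16) without BO-112 mice 2 and 5. Of other gene results 484 lost and 26 gained a call, of list results 31 and 33, and 67 uncalled ones changed sign. The Foxp3 comparison was not run. Dim probe sets such as Ifnb1, Cd4 and Xcr1 are limited by signal over background.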

Other observations

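Replication-dependent histone genes, which are transcribed in S phase, were singled out after their values had been seen, as were the other values and tests of this part. Of 52 tested with limma, 41 fell and 2 rose, and no test of this count is given, since the genes were chosen for their falls. H2ac21 had a log2 fold change of -1.30 (SE 0.14), H2bc18 -1.22 (SE 0.12) and H1f3 -1.07 (SE 0.12), while H1f2 and H2bc4 rose by 1.04 and 0.94. With median centring 41 fell, with quantile normalization 37, without BO-112 mice 2 and 5 37, and with the array contrast as a covariate 4. Under that covariate 49 had a negative log2 fold change with a median of -0.61, against 48 and -0.65 without it, so the calls were lost while the median stayed near its value. Many of these genes are near-identical, so their probes can share transcripts and the count is not one of independent genes.

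Interferon-related scores were uneven among Vehicle tumors. The score of IFN-gamma-inducible GTPases and effectors was 1.44 in Vehicle mouse 1 and 1.01 in Vehicle mouse 3, and -0.52, -0.68 and -1.25 in mice 2, 4 and 5. The score of type I interferon-stimulated genes ran from -0.86 in mouse 5 to 0.82 in mouse 1. The poly-A spike level ran from 4.57 to 8.81 over the 10 arrays, and the groups overlapped (two-sided exact permutation p = 0.373).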
